A study of Mus musculus with 4 samples.

How the data were processed

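The samples were 4 single-cell RNA libraries from digits of FVB/NJ wild-type mice, 1 from unamputated tissue and 1 each from 12, 17 and 28 days post-amputation (dpa) at the middle phalanx (P2). Per the labels' protocols, tissue was dissected by hand and digested with trypsin and collagenase I, red cells were lysed, and live cells negative for propidium iodide were sorted. Per the labels, the libraries were made with 10x Chromium 3′ v3 chemistry, and animals of both sexes were pooled.

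The deposited values were whole-number counts of unique molecular identifiers (UMIs) per gene and cell, written by Cell Ranger 7.1.0, per the file headers. The genome build, the annotation and the cell-calling settings were not stated in the headers or labels. The files listed 32285 genes by Ensembl ID, of which 32235 were found in GENCODE M21 (GRCm38). Coordinates are those of GENCODE M21 for the matched IDs, and the build used by the authors is not known.

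Cells with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs were kept. Within each library, the cells with the highest Scrublet scores were removed as doublets at a rate of 0.8% per 1000 barcodes, which marked 12.8%, 7.05%, 8.41% and 12.2% of barcodes in the unamputated, 12, 17 and 28 dpa libraries. The automatic threshold of Scrublet would have marked 2.23%, 2.28%, 3.11% and 4.50%. In all, 34952 cells were kept.

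The 4 libraries were clustered jointly in scanpy 1.11.5 after scaling to 10000 UMIs per cell, on 2000 variable genes, 30 principal components and 15 neighbours, by Leiden clustering at resolution 1. The genes of the preset lists, the 4 Y-linked genes, Xist, Tsix and mitochondrial genes were left out of the clustering. The 28 clusters were named from markers of 21 cell classes fixed before the data were examined, and names stand for marker-like cells. A class needed at least 3 markers, each detected in at least 25% of the cells of the cluster. A cluster stayed unnamed when its 10 leading genes held more markers of another class. This scoring rule was written after the clusters had been seen. The way of computing the fold of leading genes was chosen among 4 that had been looked at, and the unnamed state of cluster 17 depends on that choice. Cluster 0 stayed unnamed because Acp5 was among its leading genes, and it was counted as immune, a choice also made after the clusters had been seen. These 2 unnamed clusters are given with their shares.

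For each class and library, UMIs were summed over cells and expressed as CPM, relative to all UMIs of the class. Effects are log2 ratios of CPM to the unamputated library after adding a pseudocount of 1 CPM. For each of 9 gene lists fixed before the data were examined, the median log2 ratio was computed over members of at least 5 CPM in any library. It was placed by percentile among 10000 random lists of the same size, matched in 20 bins of mean CPM. Profile distance is the root mean square of log2 ratios over genes with a mean of at least 20 CPM, after thinning all sums to the same total. Random splits of the cells of each library into 2 equal parts gave its floor.

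Each group held 1 library, so no test was possible, no p-value was computed, and differences have no replicate check. Shares carry exact Clopper-Pearson 95% intervals and sums of counts exact Poisson 95% intervals. Both cover counting error only. For a share of 0, the upper limit is 3 counts of the total.

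Named genes were the 5 highest and 5 lowest log2 ratios in fibroblast-like cells and the 3 highest and 3 lowest in macrophage-like cells, among genes of at least 50 CPM in the higher library. Markers of other classes, mitochondrial, haemoglobin, immunoglobulin and Y-linked genes and Xist were left out, as were genes under 0.1 of their CPM in another class of at least 50 cells. A condition on agreement between male and female cells was dropped because no library held 200 fibroblast-like cells of each sex. Of the genes so chosen, 9 of 30 in fibroblast-like and 8 of 18 in macrophage-like cells were also among the leading genes of clusters of that class and are not reported as results.

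The measures were tested on simulated counts with 200 changed genes. The first criterion, over 80% of changed genes of at least 5 CPM within 0.1 log2 units of the truth, was not met. The shares were 63.5% for the 12 dpa, 71.5% for the 17 dpa and 73.5% for the 28 dpa comparison, where counting noise alone allows 59.7%, 72.5% and 73.3%. The criterion was then loosened to over 95% of changed genes of at least 50 CPM within 0.2 log2 units. The shares became 96.9% of 64 genes, 100% of 75 genes and 100% of 86 genes. With no change simulated, the distance was 0.139, 0.0989 and 0.102, so distances carry a noise floor.

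Alternatives covered the filter on cells, doublet removal, cluster resolution, naming each cell alone, sex of cells, the denominator of shares, scaling, averaging, pseudocounts, thinning and gene minimums. Alternatives that pooled fibroblast-like and tenocyte-like cells, named clusters by their best class alone, left out the most uneven fibroblast cluster, or left out sex genes from the distance were chosen after seeing the data. The analysis used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.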

Results

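Single-cell transcriptomes were collected from the mouse digit at the middle phalanx, a level at which amputation is followed by fibrosis and not by regrowth, per the labels. The question was how cell types and their expression differ between unamputated tissue and tissue at 12, 17 and 28 days post-amputation (dpa). Each of the 4 groups held 1 library. The library labelled unamputated had 197140774 UMIs over 16045 barcodes. The 12 dpa library had 92313847 UMIs over 8813 barcodes, the 17 dpa library 95988993 over 10514, and the 28 dpa library 106899985 over 15253. After filtering, 10394, 6514, 7919 and 10125 cells remained, with medians of 11630, 9545, 8511 and 6654 UMIs per cell in that order.

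The labels describe pools of male and female animals. A cell was called male with at least 2 UMIs of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together and none of Xist, and female in the opposite case. Male cells made up 77.8% (95% interval 77.0 to 78.6) of the library labelled unamputated, 58.4% (57.3 to 59.5) of the 17 dpa library and 47.1% (46.1 to 48.0) of the 28 dpa library. Female cells numbered 1 of 10394, 0 of 7919 and 0 of 10125, and the last 2 counts allow shares of up to 0.0379% and 0.0296%. In the 12 dpa library, 54.3% (53.0 to 55.5) of cells were female and 0 of 6514 were male, which allows up to 0.0461%. Every comparison of the 12 dpa library with the library labelled unamputated therefore also compared female cells, and cells of undetermined sex, with mostly male cells.

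The first comparison concerned cell composition. Fibroblast-like cells made up 7.75% (7.25 to 8.29) of cells in the library labelled unamputated, 9.86% (9.14 to 10.6) at 12 dpa, 18.4% (17.6 to 19.3) at 17 dpa and 21.2% (20.4 to 22.0) at 28 dpa. Pooling with tenocyte-like cells gave 12.4%, 32.0%, 22.2% and 24.9%, so the order of the 3 dpa libraries depended on where this class was drawn. Under the stricter filter the 12 dpa share was 3.93%, below the 9.15% of the library labelled unamputated. This came from the naming of clusters, since a cluster with 1219 cells of the 12 dpa library, closest to fibroblasts, was left unnamed there. Its leading genes included some of the main fibroblast-like cluster 23 (Prss35, Spock3) and some of the main tenocyte-like cluster 12 (C1qtnf3, Aqp5). With clusters named by their best class alone, an alternative chosen after seeing the data, the shares under this filter were 16.2%, 31.6%, 28.9% and 30.4%. The 12 dpa share was also the lower of the pair with no doublets removed and at Leiden resolution 2. In these settings, a cluster named tenocyte-like held 1919 and 645 cells of the 12 dpa library. Both clusters shared the leading genes Crabp1 and Col24a1 with cluster 23. Naming may thus be the cause there too, but the overlap of cells was not tested. Tenocyte-like cells were 22.1% (21.1 to 23.1) of the 12 dpa library and between 3.68% and 4.60% of the others. This share also depended on the naming of clusters. Under the stricter filter, the only cluster named tenocyte-like held 93 cells of the 12 dpa library. Under the looser filter and with no doublets removed, such clusters held 1474 and 1919 of its cells. At Leiden resolution 2, they held 645, 469 and 639.

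Immune-like cells made up 35.9% (35.0 to 36.8) of the library labelled unamputated, 27.4% (26.3 to 28.5) at 12 dpa, 29.3% (28.3 to 30.4) at 17 dpa and 24.7% (23.9 to 25.6) at 28 dpa. The highest share was in the library labelled unamputated under every alternative tried. Macrophage-like cells were 10.0%, 8.07%, 12.8% and 17.8% of cells in the same order, and neutrophil-like cells 10.0%, 4.30%, 5.78% and 1.80%. The unnamed cluster 0, counted as immune, held 8.74%, 10.5%, 6.04% and 2.59% of cells. Its best class was macrophage or monocyte, with 12 markers detected, and its share was lower where the macrophage-like share was higher. Most of the rise in macrophage-like cells therefore depends on leaving this cluster out. A cluster that shared its leading genes Acp5, Clec5a, Clec4e and Matk was named osteoclast-like in 2 alternatives. It held 491, 411, 250 and 113 cells at Leiden resolution 2, and 405, 375, 248 and 135 under the stricter filter. The unnamed cluster 17, not counted as immune, held 1.14%, 0.476%, 5.34% and 2.96%. Vascular endothelial-like cells fell from 13.3% (12.6 to 13.9) in the library labelled unamputated to 11.5% (10.8 to 12.3), 6.52% (5.98 to 7.08) and 5.77% (5.32 to 6.24).

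**Figure D1:**
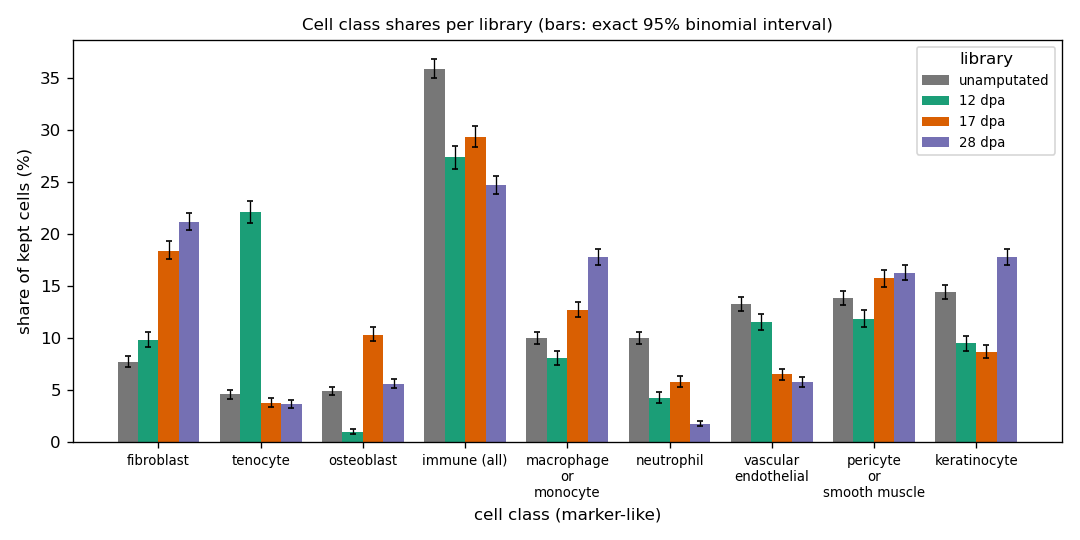
Share of kept cells in percent (vertical axis) for 9 marker-like cell classes (horizontal axis) in the 4 libraries, with bars for exact 95% binomial intervals, which cover counting error only. Fibroblast-like cells range from 7.75% in the library labelled unamputated to 21.2% at 28 dpa, and tenocyte-like cells reach 22.1% at 12 dpa.

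The second comparison concerned expression in fibroblast-like cells, of which there were 806, 642, 1459 and 2147, with medians of 19106, 11931.5, 12440 and 9046 UMIs. The extracellular matrix list of 27 genes had a median log2 ratio to the library labelled unamputated of 0.075 at 12 dpa, -0.37 at 17 dpa and -0.79 at 28 dpa, at the 99.3, 0 and 0 percentiles of matched random lists. The 12 dpa value changed sign under 6 alternatives, to as low as -0.16 under the stricter filter, or -0.015 there with clusters named by best class, whereas the 17 and 28 dpa values were below 0 under every alternative tried. Within the list, Col1a1 was at 18968 CPM in the library labelled unamputated, 20136 CPM at 12 dpa, 13509 CPM at 17 dpa and 6927 CPM at 28 dpa. Tnc was at 518.8, 909.8, 151.4 and 128.1 CPM. Not all members fell: 16, 8 and 7 of the 27 genes were higher at 12, 17 and 28 dpa than in the library labelled unamputated. Fn1 was at 3040, 2050, 4662 and 7197 CPM in the same order of libraries. The median of all genes of at least 20 CPM moved by -0.12 at 28 dpa, and with this shift removed the matrix median there was -0.67.

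The contractile list had a median of 0.45 at 12 dpa (percentile 100), -0.34 at 17 dpa (percentile 0.32) and -0.11 at 28 dpa (percentile 47.8). The direction held at 12 and 17 dpa under every alternative tried, and the 28 dpa value changed sign under 3, besides the removal of the shift of all genes, which moved it to 0.012. Acta2 was at 83.0, 156.3, 39.3 and 78.3 CPM in the library labelled unamputated and at 12, 17 and 28 dpa. The proliferation list had medians of 1.33 (percentile 100), -0.15 (percentile 29.9) and -0.055 (percentile 80.7). Only 1 member reached 50 CPM, and limited to that member the 12 dpa value was -0.15. The 12 dpa median was above 0 under the other alternatives, down to 0.32, and the 17 and 28 dpa medians took both signs.

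The inflammatory signal list had medians of -0.71, 0.26 and 0.46 at 12, 17 and 28 dpa, at percentiles 0, 99.96 and 99.93. The dissociation stress list had medians of -0.74, 0.40 and 0.33, at percentiles 0, 100 and 96.1. Both lists kept their direction under every alternative tried, except at 28 dpa under the stricter filter, which gave -0.010 and -0.021, or 0.76 and 0.32 with clusters named by best class. The BMP pathway list had medians of -0.17, 0.23 and 0.13, at percentiles 4.64, 99.7 and 92.5, and changed sign under 2 alternatives at 17 dpa and 8 at 28 dpa. The Wnt pathway list had medians of 0.21, -0.35 and -0.13, at percentiles 99.2, 0.24 and 61.0, and its 12 dpa value was negative under 9 alternatives. The limb and digit regeneration list had medians of -0.026, -0.16 and -0.38, at percentiles 43.8, 8.91 and 5.78, and, the removed shift aside, changed sign under 3 alternatives at 12 dpa and 3 at 17 dpa. The list of factors for entry of adeno-associated virus (AAV) had medians of 0.10, -0.17 and -0.31, at percentiles 95.2, 11.1 and 16.9, and its 12 dpa value was negative under 7 alternatives.

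**Figure D2:**
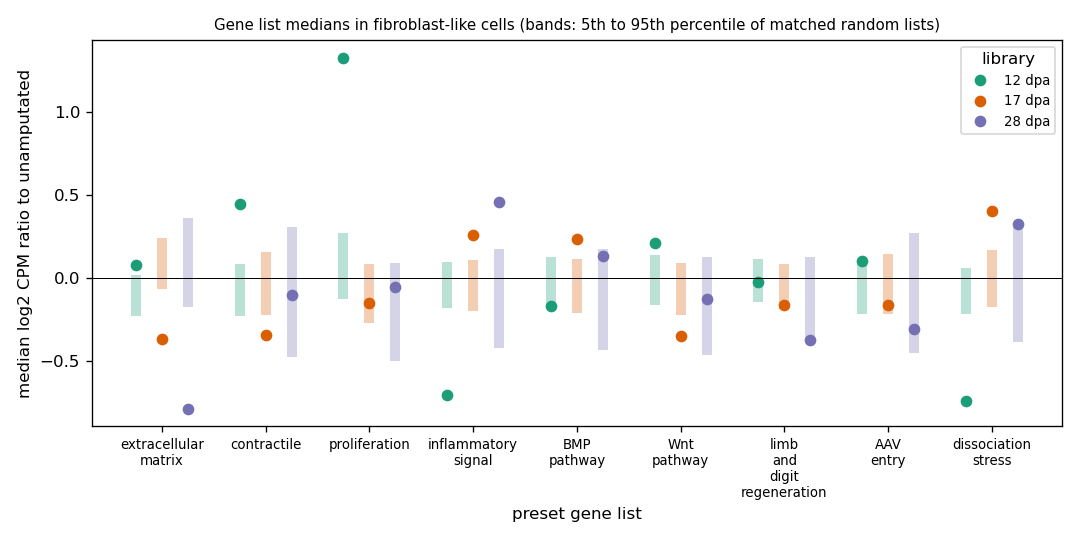
Median log2 ratio of CPM to the library labelled unamputated (vertical axis) for 9 preset gene lists (horizontal axis) in fibroblast-like cells, with a point per dpa library and a band from the 5th to the 95th percentile of 10000 matched random lists. The matrix median lies at -0.37 at 17 dpa and -0.79 at 28 dpa, below its bands.

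Genes were then named by the size of their change. At 12 dpa, Cdk8 (chromosome 5, 146231230 to 146302874) rose from 376.0 to 1413 CPM, a log2 ratio of 1.91 (1.865 to 1.955). Gm15564 had a log2 ratio of 1.84 (1.734 to 2.002) and St6galnac3 one of 1.86 (1.70 to 2.15). Cdk8 and Gm15564 were also among the 3 highest in macrophage-like cells (2.31 and 1.45), so their rise was not particular to fibroblast-like cells. Clstn2 had a log2 ratio of 2.23, but -1.23 under the stricter filter (0.77 there with clusters named by best class), and it was also below 0 with no doublets removed and at Leiden resolution 2. Tsix, which overlaps Xist, had 424 UMIs at 12 dpa and 0 in the library labelled unamputated. Kctd16 had a log2 ratio of -2.56 and Gm765 one of -2.32.

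At 17 dpa, Myoc (chromosome 1, 162639155 to 162649693) was at 88.4 CPM (84.2 to 92.7), against 14.1 CPM (12.29 to 16.03) in the library labelled unamputated. Sfrp4, Ccl8 and Zfp36 had log2 ratios of 1.70, 1.54 and 1.51. Cxcl5 (chromosome 5, 90759360 to 90761624) was at 7.85 CPM (6.63 to 9.22), against 106.9 CPM (101.9 to 112.1). Fbn2 and Mest had log2 ratios of -2.74 and -2.61.

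At 28 dpa, Stmn2 (chromosome 3, 8509360 to 8561606) was at 195.5 CPM (189.7 to 201.4), against 17.8 CPM (15.80 to 19.99). Myoc, Dbp and Ckb had log2 ratios of 3.16, 2.73 and 2.57. Fbn2 (chromosome 18, 58008623 to 58210487) was at 4.92 CPM (4.04 to 5.93), against 242.1 CPM (234.6 to 249.9). Ptn and Mest had log2 ratios of -4.77 and -3.79. The makeup of the fibroblast-like class differed between libraries. In the library labelled unamputated and at 12, 17 and 28 dpa, cluster 23 gave 166, 354, 50 and 44 of its cells. Cluster 15 gave 362, 75, 862 and 980. Cxcl5 and Fbn2 were among the leading genes of a cluster left unnamed under the stricter filter, and Mest among those of the tenocyte-like cluster. The ratios at 12, 17 and 28 dpa therefore also compare different mixes of clusters.

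Profile distances placed the 3 dpa libraries relative to the library labelled unamputated in fibroblast-like cells. The distance was 0.427 to the 12 dpa, 0.427 to the 17 dpa and 0.710 to the 28 dpa library, over 6619 genes. Random splits of the cells of single libraries into 2 equal parts gave 0.165 to 0.188. The distance between the 12 and 28 dpa libraries was 0.822 and that between the 17 and 28 dpa libraries 0.436. Which of the 12 and 17 dpa libraries lay nearer depended on the processing. The stricter filter gave 0.667 at 12 dpa and 0.396 at 17 dpa, or 0.630 and 0.382 with clusters named by best class, and without the sex genes the 12 dpa distance was 0.387.

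The share of fibroblast-like cells with a UMI of Mki67 or Top2a, after thinning each cell to 2000 UMIs, was 1.38% (0.693 to 2.46) in the library labelled unamputated, 3.66% (2.33 to 5.44) at 12 dpa, 0.907% (0.484 to 1.55) at 17 dpa and 1.05% (0.657 to 1.58) at 28 dpa. Shallower cells left out numbered 11, 13, 26 and 45. Unthinned shares were 8.06%, 11.2%, 4.80% and 4.61%. The class set as background before the data were examined gave 11.4% (9.42 to 13.7), 10.9% (5.34 to 19.1) and 13.4% (9.76 to 17.7) in neutrophil-like cells of the first 3 libraries. Shallower cells left out there numbered 151 of 1043, 188 of 280 and 151 of 458, so the 12 dpa share rested on 92 cells. At 28 dpa, Schwann-like cells gave 3.40% (1.11 to 7.76). In the library labelled unamputated and at 17 dpa the background shares were above those of fibroblast-like cells beyond their intervals, so the class does not measure free RNA alone, and the part of the fibroblast shares due to free RNA was not determined. The intervals of the 12 dpa library and the library labelled unamputated overlapped narrowly, which does not show that the shares were equal. Thinned to 1000 UMIs, the fibroblast shares were 0.993% (0.429 to 1.95) in the library labelled unamputated and 1.25% (0.539 to 2.44) at 12 dpa.

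The third comparison concerned macrophage-like cells, of which there were 1041, 526, 1010 and 1802. At 12 dpa, Cdk8 had a log2 ratio of 2.31 (2.26 to 2.37), Gm15564 one of 1.45 and Polr2l one of 1.37. Ccdc152 and Vcan had log2 ratios of -3.02 and -2.82. At 17 dpa, Ccl8 had a log2 ratio of 4.42 (4.28 to 5.04) and Hist1h1b one of 3.27, and Tmsb10 had -1.98. At 28 dpa, Mamdc2 had a log2 ratio of 4.38 and Fgfr1 one of 4.16 (4.02 to 4.53). The makeup of this class differed between libraries. In the library labelled unamputated and at 12, 17 and 28 dpa, cluster 22 gave 91, 35, 551 and 1664 of its cells. Cluster 20 gave 763, 476, 394 and 106, and cluster 1 gave 187, 15, 65 and 32. The ratios therefore also compare different mixes of clusters.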

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

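Of the tests in this part, those on detection of sex-chromosome transcripts, on hidden cells of the other sex and on the level of Xist at 12 dpa were chosen only after the result was seen. Sex-chromosome transcripts lie outside the main measurement, and they set the 12 dpa library apart: 54.3% of its cells were called female, whereas 1 female cell was found among the 3 other libraries. This differs from the pooled sexes in the labels.

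Low detection was weighed first. In the library labelled unamputated and at 17 and 28 dpa, 22.1%, 41.6% and 52.9% of all cells were of undetermined sex, but at most 7.13% of cells of at least 10000 UMIs carried neither kind of transcript. Low detection may thus account for most undetermined cells there. At 12 dpa it was argued against, since 37.0% (35.3 to 38.7) of such cells carried neither, although Xist was higher there (458.0 CPM) than the Y-linked genes in the other libraries (350.4 CPM or less). This held in every class with enough cells, from 22.2% to 42.7%. An earlier form of this test took cells with neither transcript as a sign of low detection and was dropped. Male cells with Y-linked transcripts at the level of the other libraries were not hidden at 12 dpa, nor female cells with Xist in the others, since at most 0.128% of such cells in any library carried transcripts of the other sex alone.

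A loss of Xist or of Y-linked transcripts without a difference in sex was weighed next. A loss in all cells would leave neither kind of transcript, but Xist was at 458.0 CPM at 12 dpa against 0.153 CPM or less elsewhere. The 4 Y-linked genes were at 0.228 CPM at 12 dpa against 244.4 CPM or more elsewhere. These values argue against a loss as the cause of the difference between libraries. They do not exclude a loss in the 12 dpa cells that carried neither. The test planned for it was unclear: of 4 X-linked genes that escape inactivation, 3 were higher at 12 dpa than in each other library, 2 of them beyond their intervals, but Ddx3x was at 0.842 of the highest other library. What stays open is why cells of almost only 1 sex were called in each library and what the 12 dpa cells with neither transcript are. No biological explanation was tested.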

How the results depend on the processing

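The alternatives that pooled classes, named clusters by their best class alone, left out cluster 23 or left out sex genes were chosen only after the result was seen. Some results held under every alternative tried: the immune-like share was highest in the library labelled unamputated, and the matrix medians at 17 and 28 dpa were below 0, from -0.56 to -0.19 and from -0.99 to -0.55. The contractile median stayed above 0 at 12 dpa and below 0 at 17 dpa. The spread that a value had to leave was its counting interval, or the spread of repeated thinning for distances, both narrow, so most values moved. The shares, the matrix, contractile and proliferation medians and the distances that moved follow, by alternative. For the other lists and the named genes, only values that changed sign from an interval that excluded 0 are given. The cause was not tested unless stated.

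With the looser filter, the fibroblast-like share was 12.4% at 12 dpa, and the immune-like share was 32.7% unamputated, 23.9% at 12 dpa, 27.9% at 17 dpa and 22.8% at 28 dpa. In the same setting, the matrix median was 0.0014 at 12 dpa, and the contractile median was -0.47 at 17 dpa and -0.24 at 28 dpa. There, the proliferation median was 1.07 at 12 dpa and -0.33 at 17 dpa, and the distance was 0.440 at 12 dpa, 0.442 at 17 dpa and 0.719 at 28 dpa.

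With the stricter filter, the fibroblast-like share was 9.15% unamputated, 3.93% at 12 dpa, 22.8% at 17 dpa and 26.9% at 28 dpa, and the immune-like share was 42.1% unamputated, 30.4% at 12 dpa and 27.8% at 28 dpa. Under it, the matrix median was -0.16 at 12 dpa, -0.24 at 17 dpa and -0.61 at 28 dpa, and the contractile median was 0.28 at 12 dpa, -0.083 at 17 dpa and 0.18 at 28 dpa. With it, the proliferation median was 0.38 at 12 dpa and -0.26 at 17 dpa, and the distance was 0.667 at 12 dpa, 0.396 at 17 dpa and 0.669 at 28 dpa. In that case, the inflammatory median was -0.010 at 28 dpa, and the Wnt median was -0.35 at 12 dpa. For this alternative, the AAV entry median was -0.22 at 12 dpa, and the stress median was -0.021 at 28 dpa. In the same setting, the Clstn2 log2 ratio was -1.23 at 12 dpa.

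With no doublets removed, the fibroblast-like share was 6.65% unamputated, 4.36% at 12 dpa and 22.0% at 28 dpa, and the immune-like share was 33.8% unamputated, 26.1% at 12 dpa and 22.6% at 28 dpa. There, the matrix median was -0.039 at 12 dpa, -0.19 at 17 dpa and -0.55 at 28 dpa, and the contractile median was 0.31 at 12 dpa and -0.25 at 17 dpa. Under it, the proliferation median was 0.37 at 12 dpa, -0.53 at 17 dpa and -0.45 at 28 dpa, and the distance was 0.578 at 12 dpa, 0.374 at 17 dpa and 0.596 at 28 dpa. With it, the BMP median was -0.041 at 17 dpa, and the Wnt median was -0.38 at 12 dpa. In that case, the AAV entry median was -0.29 at 12 dpa, and the Clstn2 log2 ratio was -0.55 at 12 dpa.

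At Leiden resolution 2, the fibroblast-like share was 9.14% unamputated, 5.79% at 12 dpa, 25.6% at 17 dpa and 23.9% at 28 dpa, and the matrix median was -0.25 at 17 dpa and -0.56 at 28 dpa. For this alternative, the contractile median was 0.37 at 12 dpa, -0.029 at 17 dpa and 0.15 at 28 dpa, and the proliferation median was 1.58 at 12 dpa, 0.012 at 17 dpa and 0.17 at 28 dpa. In the same setting, the distance was 0.565 at 12 dpa, 0.365 at 17 dpa and 0.660 at 28 dpa, and the Wnt median was -0.21 at 12 dpa. There, the AAV entry median was -0.18 at 12 dpa, and the Clstn2 log2 ratio was -0.13 at 12 dpa.

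With each cell named alone, the fibroblast-like share was 9.88% unamputated, 17.5% at 12 dpa, 20.4% at 17 dpa and 20.2% at 28 dpa, and the immune-like share was 34.8% unamputated. Under it, the matrix median was -0.48 at 17 dpa and -0.90 at 28 dpa, and the contractile median was -0.41 at 17 dpa and -0.38 at 28 dpa. With it, the proliferation median was 0.86 at 12 dpa, -0.95 at 17 dpa and -0.85 at 28 dpa, and the distance was 0.581 at 12 dpa, 0.382 at 17 dpa and 0.637 at 28 dpa. In that case, the Wnt median was -0.48 at 12 dpa, and the limb and digit median was 0.0055 at 17 dpa. For this alternative, the AAV entry median was -0.15 at 12 dpa.

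Over non-epithelial cells, the fibroblast-like share was 9.06% unamputated, 10.9% at 12 dpa, 20.2% at 17 dpa and 25.8% at 28 dpa, and the immune-like share was 41.9% unamputated, 30.3% at 12 dpa, 32.1% at 17 dpa and 30.04% at 28 dpa.

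In male cells only, the fibroblast-like share was 9.02% unamputated, 21.7% at 17 dpa and 26.8% at 28 dpa, and the immune-like share was 30.6% unamputated, 25.3% at 17 dpa and 21.1% at 28 dpa. In the same setting, the matrix median was -0.33 at 17 dpa, and the contractile median was -0.038 at 28 dpa. There, the proliferation median was -0.21 at 28 dpa, and the distance was 0.383 at 17 dpa and 0.688 at 28 dpa.

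In female cells only, the fibroblast-like share was 10.7% at 12 dpa, and the immune-like share was 21.5% at 12 dpa.

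With fibroblast-like and tenocyte-like cells pooled, the fibroblast-like share was 12.4% unamputated, 32.0% at 12 dpa, 22.2% at 17 dpa and 24.9% at 28 dpa, and the matrix median was -0.12 at 12 dpa, -0.44 at 17 dpa and -0.90 at 28 dpa. Under it, the contractile median was 0.28 at 12 dpa, -0.54 at 17 dpa and -0.66 at 28 dpa, and the proliferation median was 1.01 at 12 dpa, -0.74 at 17 dpa and -1.23 at 28 dpa. With it, the distance was 0.527 at 12 dpa, 0.383 at 17 dpa and 0.628 at 28 dpa, and the Wnt median was -0.27 at 12 dpa. In that case, the limb and digit median was 0.0012 at 17 dpa, and the AAV entry median was -0.18 at 12 dpa.

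With clusters named by best class alone, the fibroblast-like share was 8.90% unamputated, 23.8% at 17 dpa and 24.2% at 28 dpa, and the matrix median was 0.13 at 12 dpa and -0.44 at 17 dpa. For this alternative, the contractile median was -0.23 at 17 dpa, and the proliferation median was 0.10 at 17 dpa. In the same setting, the distance was 0.454 at 12 dpa, 0.408 at 17 dpa and 0.668 at 28 dpa, and the Wnt median was -0.088 at 12 dpa.

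With the stricter filter and clusters named by best class alone, the fibroblast-like share was 16.2% unamputated, 31.6% at 12 dpa, 28.9% at 17 dpa and 30.4% at 28 dpa, and the matrix median was -0.015 at 12 dpa, -0.56 at 17 dpa and -0.99 at 28 dpa. There, the contractile median was 0.33 at 12 dpa, -0.50 at 17 dpa and -0.68 at 28 dpa, and the proliferation median was 0.32 at 12 dpa, -0.73 at 17 dpa and -1.28 at 28 dpa. Under it, the distance was 0.630 at 12 dpa, 0.382 at 17 dpa and 0.638 at 28 dpa, and the Wnt median was -0.49 at 12 dpa. With it, the AAV entry median was -0.21 at 12 dpa.

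Without cluster 23, the matrix median was 0.029 at 12 dpa, -0.23 at 17 dpa and -0.65 at 28 dpa, and the contractile median was 0.27 at 12 dpa, -0.058 at 17 dpa and 0.19 at 28 dpa. In that case, the proliferation median was 1.81 at 12 dpa, and the distance was 0.548 at 12 dpa, 0.373 at 17 dpa and 0.638 at 28 dpa. For this alternative, the Wnt median was -0.042 at 12 dpa, and the limb and digit median was 0.034 at 17 dpa. In the same setting, the AAV entry median was -0.19 at 12 dpa.

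Scaled by the median ratio, the matrix median was 0.11 at 12 dpa, -0.32 at 17 dpa and -0.67 at 28 dpa, and the contractile median was -0.29 at 17 dpa and 0.012 at 28 dpa.

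As a mean over cells, the matrix median was -0.042 at 12 dpa, -0.39 at 17 dpa and -0.87 at 28 dpa, and the contractile median was -0.42 at 17 dpa. There, the proliferation median was 1.02 at 12 dpa and -0.26 at 28 dpa.

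With a pseudocount of 10 CPM, the proliferation median was 0.56 at 12 dpa.

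Thinned to 2000 UMIs per cell, the matrix median was -0.0054 at 12 dpa, -0.38 at 17 dpa and -0.88 at 28 dpa, and the contractile median was 0.51 at 12 dpa. Under it, the proliferation median was 1.05 at 12 dpa and -0.39 at 17 dpa, and the BMP median was -0.029 at 17 dpa.

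With list genes of at least 50 CPM, the proliferation median was -0.15 at 12 dpa, 0.086 at 17 dpa and 0.60 at 28 dpa, and the Wnt median was -0.026 at 12 dpa.

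Over genes of at least 100 CPM, the distance was 0.461 at 12 dpa, 0.452 at 17 dpa and 0.799 at 28 dpa.

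Without the 4 Y-linked genes and Xist, the distance was 0.387 at 12 dpa.

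Thinned to 1000 UMIs, the cycling share was 1.25% at 12 dpa, 0.480% at 17 dpa and 0.605% at 28 dpa.

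With 1 UMI for a sex call, the male share was 90.5% unamputated, 0.0768% at 12 dpa, 81.0% at 17 dpa and 74.0% at 28 dpa, and the female share was 59.3% at 12 dpa.

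With list genes of at least 50 CPM, the proliferation list held 1 gene, which is why its median changed. Among all values of the other lists and the named genes, 442 moved without such a change of sign, 26 changed sign in this way and are given above, and 356 stayed within their interval. Male cells only could not be run at 12 dpa, and female cells only could not be run for any ratio or distance, since cells of only 1 sex were called in each library but for 1 cell. The planned distance between male and female cells was not run for the same reason. No paired analysis was possible because each group held 1 library. Depth limited the proliferation list and the cycling share, whose genes had few UMIs.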

Other observations

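The tests on bone marrow and on distances without the sex genes in this part were chosen only after the result was seen. The test of depth on the immune share was written after the share was known, but before its own value was. The clusters had already been examined when the other tests were written, but no list value had been computed. From the clusters, the library labelled unamputated seemed to resemble the 12 dpa library. The profile distances bore this out only in part. In fibroblast-like cells it lay as far from the 12 dpa (0.427) as from the 17 dpa library (0.427). Without the 4 Y-linked genes and Xist, which differ with the sex of the cells, the distance was 0.387 to the 12 dpa and 0.427 to the 17 dpa library. It was nearer to the 17 dpa library under 9 of 12 alternatives, all of which kept these genes.

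Without these genes, the distance to the 17 dpa library was the shorter in macrophage-like (0.462 against 0.527), vascular endothelial-like (0.349 against 0.414), pericyte-like or smooth muscle-like (0.336 against 0.419) and tenocyte-like cells (0.423 against 0.485). In keratinocyte-like cells the 2 distances were similar (0.387 against 0.383). In Schwann-like cells both distances were close to those of random splits (0.556 to 0.629) and were not read. The explanations below were written for the first impression and bear on the low matrix median at 28 dpa and the high immune share of the library labelled unamputated.

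For the extracellular matrix median at 28 dpa, only a greater weight of deep cells in the sums was argued against. That median was -0.88 after every cell was thinned to 2000 UMIs, against -0.79 before. Random thinning keeps the expected proportions of genes within a cell. An effect of library depth on which cells were recovered, on clustering or on naming was therefore not tested for this median. For the immune share, only a loss of shallow cells was argued against. All libraries were thinned to the lowest median depth. The share was then 35.5% (34.6 to 36.4) in the library labelled unamputated, against 29.25% (28.2 to 30.3) or less in the others. The class names from full depth were kept, and the library labelled unamputated lost 121 immune-like and 103 other cells of 10394. An effect of depth on clustering or naming was therefore not tested. Dissociation stress that was highest of all in the library labelled unamputated was argued against, since the percentile of the stress list reached 100 at 17 dpa. This does not cover the contrast with 12 dpa, where the stress median was -0.74 (percentile 0). Higher stress at 28 dpa, where the median was 0.33 (percentile 96.1) but -0.021 under the stricter filter, was not weighed. It stays open for the matrix median there. Bone marrow in the dissected tissue stays open for the immune share. Neutrophil-like and B-like cells were left out of the immune count but not of the total. The share of the library labelled unamputated was then 24.0% (23.1 to 24.8), against 35.9% with them. It was above the 21.7% (20.8 to 22.7) at 17 dpa and the 21.9% (21.1 to 22.7) at 28 dpa. Its interval overlapped that of the 23.1% (22.1 to 24.1) at 12 dpa. Both classes were most frequent in the library labelled unamputated (10.0% and 1.89%), so keeping them in the total lowered its share the most. The overlap therefore does not show that the excess over 12 dpa was gone. The criterion written for this test was on 28 dpa, where the share was lower, and so argued against marrow as the whole cause. It was set aside afterwards, because it compares single libraries by counting error alone and because monocytes, which marrow also holds, were not removed. A mislabelled sample stays open too. It required a matrix median at 28 dpa below the 5th percentile of random lists, and the percentile was 0. The same value may arise from tissue that differs at 28 dpa for another reason, so the labels were kept as given. The sex of the cells was argued against for the contrasts of the library labelled unamputated with the 17 and 28 dpa libraries, since they held 1, 0 and 0 cells called female. In male cells only, the immune shares were 30.6%, 25.3% and 21.1% and the matrix median at 28 dpa was -0.75. This subset adds no test of sex, because almost no female cells were there to remove. It may also select deeper cells, since a call needs 2 UMIs. Other differences between the animals stay open and untested, as does sex for the contrast with 12 dpa.

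The makeup of the fibroblast-like class differed between libraries. Cluster 23 held 20.6% (17.9 to 23.6) of these cells in the library labelled unamputated, 55.1% (51.2 to 59.0) at 12 dpa, 3.43% (2.55 to 4.49) at 17 dpa and 2.05% (1.49 to 2.74) at 28 dpa. Without it, in an alternative chosen after seeing the data, the matrix medians were 0.029, -0.23 and -0.65.

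Cluster 22, a macrophage-like cluster, held 2.44% (1.97 to 2.99) of immune-like cells in the library labelled unamputated, 1.963% (1.37 to 2.72) at 12 dpa, 23.7% (22.0 to 25.5) at 17 dpa and 66.5% (64.6 to 68.4) at 28 dpa. Cluster 6, a neutrophil-like cluster with Camp, Ngp and Ltf as leading genes, held 508, 0, 218 and 0 cells. B-like cells numbered 196, 0, 145 and 100 in the same order, and osteoblast-like cells were 4.92%, 1.03%, 10.4% and 5.61% of cells. Differences in bone or marrow between the dissected tissues stay open for these counts. With 1 library per group, a cluster found mostly in 1 library is not separated from that library, and no explanation was tested. The log2 ratio of Cdk8 at 12 dpa was 1.91 in fibroblast-like and 2.31 in macrophage-like cells, and that of Gm15564 was 1.84 and 1.45. Both genes were thus higher in both classes. With 1 library per group, a technical effect on the whole library was not separated from an effect of the tissue.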
